A study of Glycine max with 24 samples.

How the data were processed

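RNA sequencing was done on 24 libraries of soybean (Glycine max, cultivar Williams 82), 3 replicates of each of 8 tissues. Per the labels' protocols, nodules were induced with Bradyrhizobium diazoefficiens applied to the roots at an optical density of 0.08 at 600 nm. Emerging nodules (EN) and their control were harvested 5 to 7 days after inoculation, and mature nodules (MN) and their control 14 to 16 days after inoculation. Emerging lateral roots (ELR), young lateral roots (YLR) and their controls came from uninoculated plants 5 to 7 days after germination. The control of each organ was the root segment above and below it (ABEN, ABMN, ABELR and ABYLR). Per the labels' protocols, total RNA was isolated with Trizol and libraries were made with a ScriptSeq kit. The group and replicate number of each library were taken from its title.

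The authors deposited 1 table of 113210 transcripts with an FPKM value (fragments scaled by transcript length and by the fragments of the library) for each library, per the file headers. The aligner, the assembler, the scaling between libraries and the handling of fragments that match several genes are not stated in the labels. The deposited table also holds the authors' FPKM per group, and their fold ratio, which equals the log2 ratio of the group FPKM values, and a q-value for each organ against its control, per the file headers. These comparison columns are reported only as the authors' deposited table. For genes with 1 transcript, the mean of the 3 replicate columns divided by the authors' group FPKM had a median between 1.0 and 1.005 in the 8 groups, so both kinds of column are on one scale. All per-sample columns were matched to a library title.

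Gene identifiers are those of the table's 189 gene models, with the 275 identifier beside them where the table pairs one. FPKM values of transcripts were summed within 54154 gene identifiers, and within 2192 loci for transcripts to which the table gives no gene identifier. The RefSeq gene table for the assembly Glycine_max_v4.0 matched 0 of the identifiers of either release, so no gene names are given. Gene lists that had been fixed by words in gene descriptions were not run for the same reason. Coordinates are as the table gives them for the locus that holds a gene. The table does not state the assembly or whether its starts count from 0 or 1.

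The design had been fixed before the data were examined for counts, with limma on log2(value + 1) where a table held only normalized values. The unit was FPKM, so that second test was used. One limma model (limma 3.58.1 in R 4.3.3; lmFit and eBayes with a mean-variance trend) was fitted to log2(FPKM + 1) of the 24 libraries in 8 groups. It covered the 35786 of 56346 genes with a mean above 1 FPKM. The deposited scale was kept. Contrasts were each organ against its own root segments, and 4 differences between such effects (interaction contrasts). P-values are limma's, two-sided, with Benjamini-Hochberg adjustment over the genes of a contrast, and a gene was called at an adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes of genes with low values. Standard errors (SE) are limma's and rest on 1 spread per gene over all 24 libraries. Libraries at or near 0 for a gene can therefore lower its SE in contrasts of other groups. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and plots.

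The genes named were picked by a rule fixed before the data were examined. For each organ these were the 2 higher and 2 lower genes with the largest absolute log2 fold change among called genes, with the organ and control libraries not overlapping and each of the 6 libraries above 1 FPKM. For each interaction contrast, the gene with the largest positive and the gene with the largest negative value were taken, with each of the 12 libraries above 1 FPKM. Of the genes higher, or lower, in all 4 organs, the one with the largest smallest change was taken, without the limits on overlap and on 1 FPKM. Of the 24 genes so named, 3 share their locus with another gene. How fragments were divided among overlapping genes and near-identical gene copies is not stated, so values of such genes are uncertain.

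Counts per library are not used here, so no counting interval can be given. Depth was compared between libraries through the steps of low values. In genes with 1 transcript and a mean under 0.3 FPKM, values are whole multiples of what 1 fragment is worth, which gives the number of fragments behind 1 FPKM relative to the first YLR library. On simulated fragments for 12685 genes, 3 known depth ratios were recovered with an error of 0.0%. Each simulated gene had the same length in both libraries, so this small error was built in. It does not test how lengths, shared fragments or scaling affect the deposited values. The limma model was tested on simulated values of 35786 genes with 200 genes changed by 1 or 2 on the log2 scale in EN. It recovered 171 of these 200 (85.5%) with 3 false calls in the EN contrast, and 140 (70.0%) with 4 false calls in the interaction contrast of emerging organs. The changed genes had a mean log2(FPKM + 1) above 2, and noise was independent with 1 spread per gene in all groups. Real spread was unequal, with a median gene SD of 0.132 in ELR and 0.246 in YLR, and some libraries correlated. The simulated false calls therefore do not give the rate of false calls in the real data.

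Replicate numbers are shared between each organ and its control. Deviations from the group means were correlated across genes between libraries with the same number. In YLR with ABYLR these correlations were 0.253, 0.607 and 0.459, each the highest for its YLR library, so the numbers paired these libraries. In EN with ABEN they were 0.175, 0.365 and 0.663. EN replicate 1 correlated more with ABEN replicate 2 (0.210), so pairing in EN is less certain. Any pairing is read from these values alone, since the labels do not say what a number shares. A model with the replicate number as a block was an alternative.

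Alternatives changed 1 choice at a time: the pseudocount (0.1 or 10), no filter, quantile normalization, the replicate block, only the compared groups in the model, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and each library left out in turn. Equal FPKM totals, upper-quartile scaling, median-of-ratios scaling, a mean above 10 FPKM, no mean-variance trend, and transcripts in place of gene sums were added after seeing the data.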

Results

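Transcript abundance was measured by RNA sequencing in nodules and lateral roots of soybean, each at an early and a later stage. Nodules are root organs that form after infection by rhizobia, here Bradyrhizobium diazoefficiens, and lateral roots are branches of the root. There were 24 libraries, 3 for each of 8 tissues: emerging nodules (EN), mature nodules (MN), emerging lateral roots (ELR), young lateral roots (YLR), and the root segments above and below each organ (ABEN, ABMN, ABELR and ABYLR), which served as controls. Nodule plants were inoculated and lateral root plants were not, and MN came from older plants than the other organs. Each organ was therefore compared with its own root segments, and effects were compared between organs.

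FPKM totals ranged from 726630.3 in MN replicate 1 to 1700439.8 in ABEN replicate 1. Relative to YLR replicate 1, the fragments behind 1 FPKM ranged from 0.751 in ABEN replicate 1 to 2.122 in YLR replicate 2, so low values of ABEN replicate 1 had the least support. Between 32478 and 34962 genes exceeded 1 FPKM per library. Replicates correlated across genes with Pearson's r from 0.907 to 0.957 in YLR and from 0.944 to 0.985 in the other 7 groups, on the log2(FPKM + 1) scale. Genes are not independent replicates in these correlations. No library had the same values as another of its group.

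The share of the FPKM total assigned to 147 genes on chromosome 13 between 14000000 and 16000000 was uneven. It was 32.2% ± 18.6 (SD, n = 3) in ABEN, with 53.4% in replicate 1, and 12.1% ± 11.3 (SD, n = 3) in EN. In the other groups the means ran from 2.04% in MN to 10.3% in ELR.

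The first principal component held 35.7% of the variance and placed the 12 organ libraries above the 12 root segment libraries. The second held 26.8% and placed ELR and YLR at the top and MN at the bottom.

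**Figure D1:**
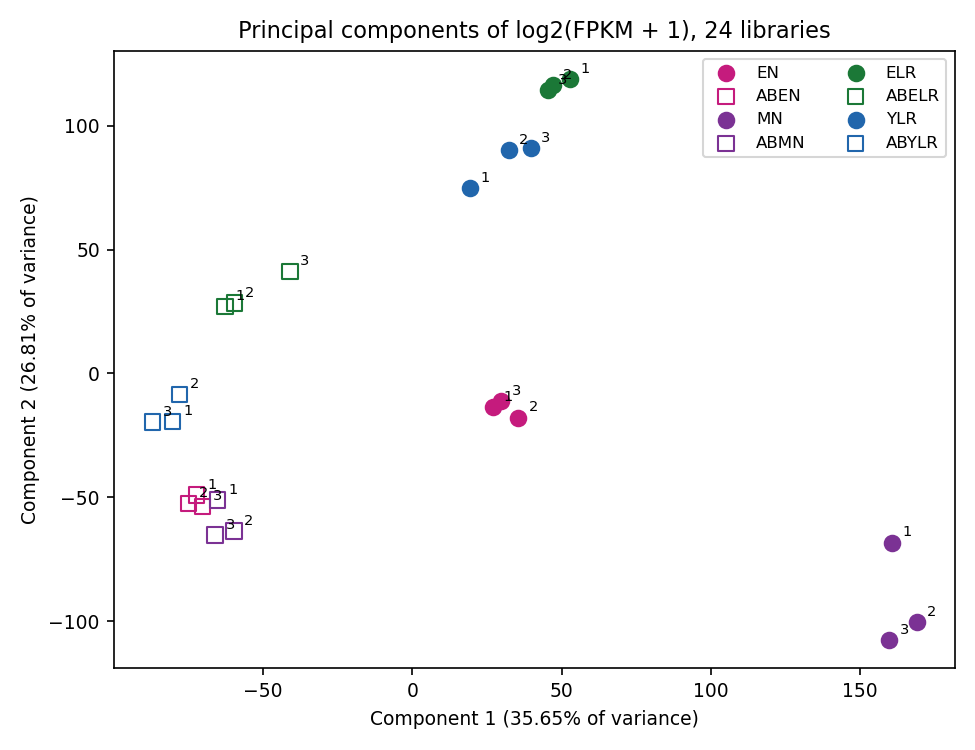
Principal components of log2(FPKM + 1) over 35786 genes. The axes are component scores with their share of the variance (35.7% and 26.8%), filled circles are organs, open squares are root segments, colours give the organ, and digits give the replicate number. Organ libraries lie to the right of all root segment libraries.

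In emerging nodules against ABEN, 15288 of 35786 genes were called, 9817 higher and 5471 lower. Of the alternatives, requiring an absolute log2 fold change of at least 1 moved this count most, to 4340. The share of called genes that were higher depended on the scale: 64.2% as deposited, 53.2% after quantile normalization, 53.7% after median-of-ratios scaling and 94.8% with equal FPKM totals. Glyma08g17270 (Glyma.08g162400, chromosome 8, 12775510 to 12777853) had 182.4 FPKM ± 99.2 (SD, n = 3) in EN and 6.25 ± 3.45 (SD, n = 3) in ABEN, a log2 fold change of 4.67 (SE 0.77, limma adjusted p 9.02e-05). Glyma10g25153 (Glyma.10g126100, chromosome 10, 32914973 to 32915897) rose by 4.55 on the log2 scale (SE 0.71, limma adjusted p 5.25e-05), from 6.68 ± 3.02 to 181.9 ± 92.9 FPKM (SD, n = 3). The lower genes were Glyma13g12076 (15518911 to 15519619) and Glyma13g11973 (14963892 to 14964622), both in the stretch of chromosome 13 given above. Glyma13g12076 fell by 3.46 (SE 0.66, limma adjusted p 0.000385), with 15146 ± 14190 FPKM in ABEN and 1591 ± 1723 in EN (SD, n = 3). Glyma13g11973 fell by 3.40 (SE 0.59, limma adjusted p 0.000148), with 3388 ± 3496 FPKM in ABEN and 285.9 ± 229.5 in EN (SD, n = 3). In both groups the SD of Glyma13g12076 was close to the mean or above it, and with EN and ABEN alone in the model its adjusted p was 0.0549.

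In mature nodules against ABMN, 22592 genes were called, 11603 higher and 10989 lower. The higher share was 51.4% as deposited, 41.5% with equal FPKM totals and 40.1% at an absolute log2 fold change of at least 1, so neither direction held the majority over the alternatives. Glyma20g02921 (Glyma.20g024200, chromosome 20, 2643420 to 2645233) had 9612 FPKM ± 4561 (SD, n = 3) in MN and 20.2 ± 2.98 (SD, n = 3) in ABMN, a log2 fold change of 8.69 (SE 0.24, limma adjusted p 1.13e-15). It was listed at 0 in the 3 libraries of each of ABEN, ELR, ABELR and ABYLR. Glyma13g40400 (Glyma.13g328800, chromosome 13, 40900292 to 40902028) rose by 8.67 (SE 0.32, limma adjusted p 5.89e-14), from 18.4 ± 3.55 to 8909 ± 4652 FPKM (SD, n = 3). Replicate 1 of MN held 4350 FPKM of Glyma20g02921, against 12438 and 12048 in the other replicates. Glyma02g09201 (Glyma.02g083500, chromosome 2, 7183987 to 7185149), which shares its locus with another gene, fell by 9.77 (SE 0.78, limma adjusted p 4.16e-09), from 4430 ± 1606 to 4.03 ± 1.62 FPKM (SD, n = 3). Glyma18g51300 (Glyma.18g277800, chromosome 18, 60231317 to 60231680) fell by 8.44 (SE 1.13, limma adjusted p 3.24e-06).

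In emerging lateral roots against ABELR, 20630 genes were called, 11878 higher and 8752 lower. The higher share was 57.6% as deposited and 47.1% with equal FPKM totals. Glyma13g06250 (chromosome 13, 6513804 to 6515587) had 52.4 FPKM ± 7.08 (SD, n = 3) in ELR and 4.90 ± 2.40 (SD, n = 3) in ABELR, a log2 fold change of 3.27 (SE 0.92, limma adjusted p 0.00532). Glyma10g23540 (chromosome 10, 29748647 to 29755067) rose by 3.16 (SE 0.64, limma adjusted p 0.000373). Each of these shares its locus with another gene. Glyma15g37870 (Glyma.15g236800, chromosome 15, 43851010 to 43851281) fell by 4.38 (SE 1.07, limma adjusted p 0.00188), from 142.2 ± 81.9 to 5.06 ± 2.21 FPKM (SD, n = 3). Glyma06g46410 (Glyma.06g307600, chromosome 6, 49030582 to 49031782) fell by 4.03 (SE 0.81, limma adjusted p 0.000351).

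In young lateral roots against ABYLR, 19916 genes were called, 9839 higher and 10077 lower. The higher share was 49.4% as deposited, 53.5% after quantile normalization and 43.3% at an absolute log2 fold change of at least 1. Glyma20g04830 (Glyma.20g036200, chromosome 20, 5212106 to 5214411) had 140.8 FPKM ± 11.2 (SD, n = 3) in YLR and 2.05 ± 0.84 (SD, n = 3) in ABYLR, a log2 fold change of 5.57 (SE 0.22, limma adjusted p 5.95e-12). It had 7.91 ± 1.07 FPKM (SD, n = 3) in ELR. Glyma03g03580 (Glyma.03g030500, chromosome 3, 3374898 to 3376036) rose by 5.15 (SE 0.47, limma adjusted p 6.18e-08). Glyma15g40180 (Glyma.15g251300, chromosome 15, 47156080 to 47157280) fell by 3.92 (SE 0.99, limma adjusted p 0.00245). Glyma07g05470 (Glyma.07g048800, chromosome 7, 4115192 to 4117534) fell by 3.86 (SE 0.65, limma adjusted p 5.78e-05), from 77.1 ± 27.1 to 5.25 ± 4.79 FPKM (SD, n = 3).

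**Figure D2:**
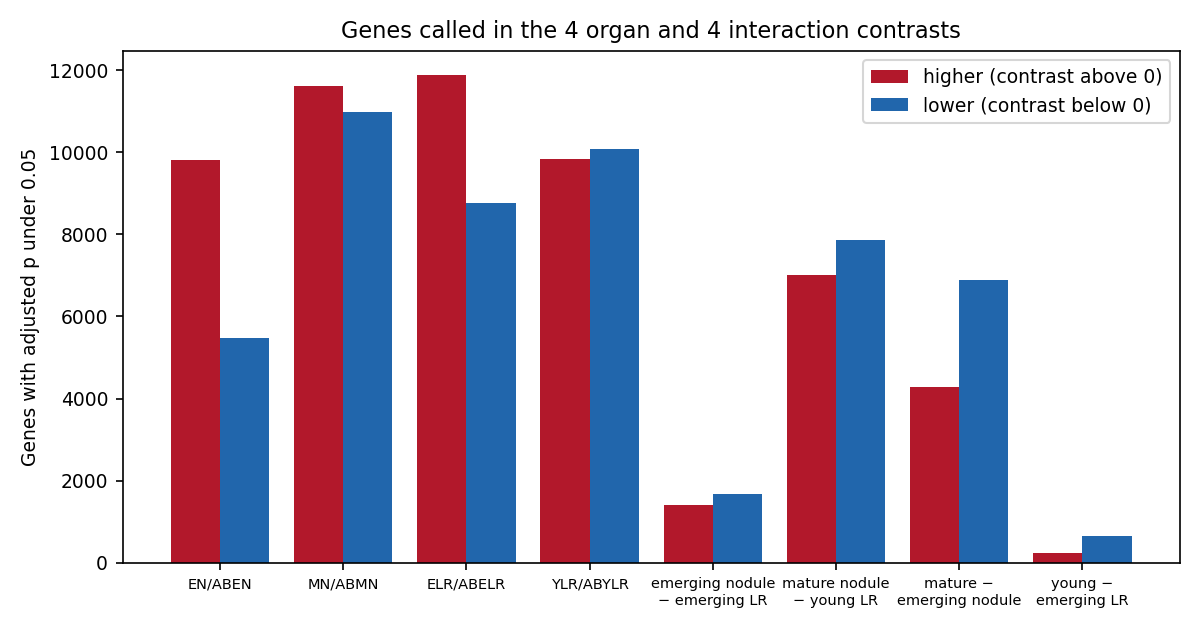
Number of genes with a limma adjusted p under 0.05 in each contrast. Red bars are genes with a contrast above 0 and blue bars genes below 0; the 4 contrasts on the left compare an organ with its root segments and the 4 on the right compare such effects (LR, lateral root). Mature nodules had the most called genes (22592) and the change of effect between lateral root stages the fewest (888), with the deposited scale.

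The design also asks which changes the organs share. No control library served more than 1 of the 4 organ contrasts. At least 1 organ contrast called 31122 genes. All 4 organs were higher than their root segments for 4740 genes, where independent calls would give 290.5, and all 4 were lower for 3081 genes, where 115.7 would be given. The model gives each gene 1 spread for all 4 contrasts, so its calls are not independent and part of this excess can come from that. Independence is a reference only, here and below. Requiring an absolute log2 fold change of at least 1 reduced the 4740 to 557. Glyma03g42401 (Glyma.03g263100, chromosome 3, 47640439 to 47641086) had the largest smallest rise, with log2 fold changes of 3.01 in EN, 2.74 in MN, 2.67 in ELR and 3.31 in YLR. Its limma adjusted p lay between 9.58e-05 and 0.000735. Its control values were near the floor, with means of 0.70 FPKM in ABEN, 0.27 in ABMN, 0.74 in ABELR and 3.81 in ABYLR. The organ means were 12.6 in EN, 9.62 in MN, 10.1 in ELR and 36.3 in YLR, with 1.88 in MN replicate 1. Glyma06g01540 (Glyma.06g013200, chromosome 6, 973183 to 976630) had log2 fold changes of -1.94 in EN, -5.29 in MN, -2.06 in ELR and -3.32 in YLR, with a limma adjusted p between 4.78e-08 and 0.00481.

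Higher calls in both nodule stages and in neither lateral root stage were found for 1065 genes, against 1541.8 under independence. For 532 of these, the nodule effect also exceeded the lateral root effect in both interaction contrasts. The reverse set, higher in both lateral root stages only, had 1419 genes, against 1601.5 under independence, and 385 of them passed both interaction contrasts. At least 1 of the 2 interaction contrasts was passed, in the direction of the set, by 979 and 1067 genes.

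Across 35786 genes, the log2 fold changes of EN and ELR correlated with Pearson's r 0.644 and Spearman's rho 0.772. For MN and YLR the values were 0.414 and 0.512, for EN and MN 0.576 and 0.673, and for ELR and YLR 0.824 and 0.841. These 4 relations are across genes, which are not independent replicates, so no p-value is given. EN and ELR were both higher for 7971 genes and both lower for 4139, and called in opposite directions for 176 (EN higher) and 59 (EN lower). MN and YLR were both higher for 5725 and both lower for 6244, and opposite for 1284 (MN higher) and 741 (MN lower).

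**Figure D3:**
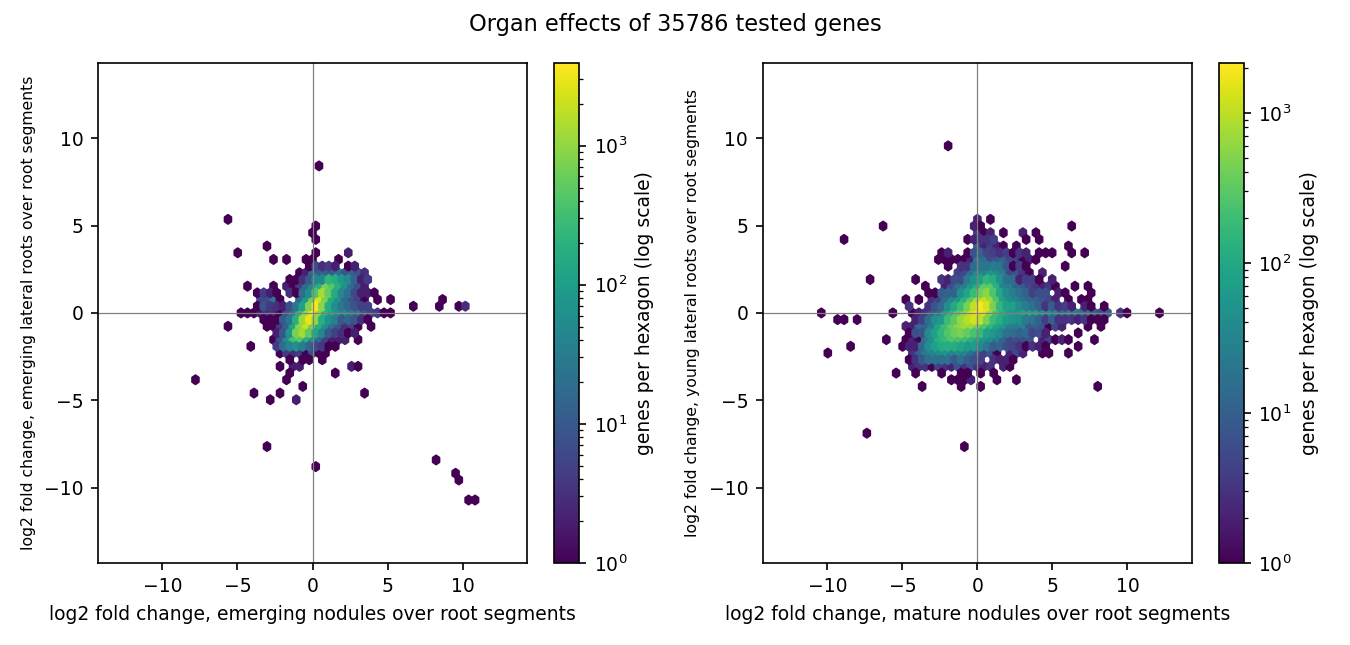
Log2 fold change over root segments for each of 35786 genes, on the log2(FPKM + 1) scale. The left panel sets emerging nodules (x) against emerging lateral roots (y), the right panel mature nodules (x) against young lateral roots (y), and colour gives the number of genes per hexagon on a log scale. Effects correlate more closely in the left panel (r 0.644) than in the right (r 0.414).

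The interaction contrast of the emerging organs tested whether the nodule effect differed from the lateral root effect. It called 3088 genes, 1412 with a larger value in nodules and 1676 with a smaller one. The alternatives moved this count down to 1149 with an adjusted p under 0.01 and up to 5097 with pseudocount 10. The share with a larger nodule value was 45.7% as deposited, 93.3% with equal FPKM totals, 32.5% with pseudocount 10, 68.3% at an absolute log2 fold change of at least 1 and 54.3% with the replicate block, so neither direction held the majority over the alternatives. Glyma07g18957 (chromosome 7, 18903498 to 18906012) had a contrast of 4.0 (SE 0.81, limma adjusted p 0.00465), with 42.0 FPKM ± 23.5 in EN, 3.47 ± 1.23 in ABEN, 10.5 ± 1.16 in ELR and 21.9 ± 11.02 in ABELR (SD, n = 3 each). Glyma13g12029 (chromosome 13, 15356400 to 15357416), within the same stretch of chromosome 13, had a contrast of -4.42 (SE 0.83, limma adjusted p 0.00267).

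For the later organs, whose plants also differed in age, the interaction contrast called 14851 genes, 6998 with a larger value in nodules and 7853 with a smaller one. The share with a larger value was 47.1% as deposited and 38.4% with equal FPKM totals. Glyma08g14023 (chromosome 8, 10193011 to 10194309) had a contrast of 9.20 (SE 0.55, limma adjusted p 1.63e-10), with 16982 FPKM ± 5981 in MN, 73.6 ± 0.61 in ABMN, 5.38 ± 3.66 in YLR and 14.3 ± 4.0 in ABYLR (SD, n = 3 each). In EN it had 5835 ± 1096 and in ABEN 1283 ± 173 FPKM (SD, n = 3 each). Glyma02g09201 had a contrast of -7.53 (SE 1.11, limma adjusted p 2.67e-05).

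Between nodule stages, the effect over root segments differed for 11162 genes, 4279 with a larger value in MN and 6883 with a smaller one. The share with a larger value was 38.3% as deposited, 49.4% after quantile normalization and 13.4% with equal FPKM totals. Glyma08g27620 (Glyma.08g250300, chromosome 8, 21928827 to 21930321) had a contrast of 7.18 (SE 1.17, limma adjusted p 0.000135), with 1820 FPKM ± 686 in MN and 7.05 ± 3.72 in EN (SD, n = 3 each). Glyma02g09201 had a contrast of -8.57 (SE 1.11, limma adjusted p 1.11e-05).

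Between lateral root stages 888 genes differed, 248 with a larger value in YLR and 640 with a smaller one. Replicate 2 of YLR decided much of this count: without it, 3362 genes were called. The share with a larger value was 27.9% as deposited, 57.9% after quantile normalization, 62.6% after upper-quartile scaling, 54.5% after median-of-ratios scaling and 89.9% with equal FPKM totals, so no direction held over the scales. Glyma13g13880 (chromosome 13, 17583846 to 17584850) had a contrast of 4.19 (SE 0.74, limma adjusted p 0.00763), with 6.54 FPKM ± 0.71 in ABYLR and 115.2 ± 32.5 in ABELR (SD, n = 3 each). Glyma08g13510 (Glyma.08g128100, chromosome 8, 9884833 to 9886018) had a contrast of -3.0 (SE 0.34, limma adjusted p 7.25e-05), with 149.6 FPKM ± 15.0 in ELR and 12.6 ± 5.18 in YLR (SD, n = 3 each).

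The authors' deposited table gives a q-value under 0.05 for 3257 transcripts in EN, 10983 in MN, 10870 in ELR and 4298 in YLR. In the authors' deposited table, 2358 of the EN transcripts were higher and 899 lower, and in MN 4763 were higher and 6220 lower. Of the transcripts called in the authors' deposited table, 2999 (EN), 9405 (MN), 9923 (ELR) and 3891 (YLR) were also tested by limma on transcripts. Limma called 2839, 9118, 9233 and 3860 of these, in that order, and every one had the direction given in the authors' deposited table. In all, limma called more transcripts than the authors' deposited table did: 12583 in EN, 23375 in MN, 19500 in ELR and 18547 in YLR.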

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

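All tests in this part were chosen after the results were seen, except the comparison with other splits of the libraries, whose form was set beforehand although its results were known when its reading was written down. The effect of an organ over its root segments differed between organs or stages in the 4 interaction contrasts, each tested directly with limma.

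Splits of the 12 libraries of each contrast did not decide between chance and a real difference. A split that keeps the libraries of a tissue together can put the difference between tissues into the contrast. One that mixes them adds this difference to the residual, which tends to keep counts low whether or not effects differ. Splits mixing both organs and segments gave at most 4 genes (emerging organs), 440 (later organs), 1 (nodule stages) and 2327 (lateral root stages). A second test therefore removed the contrast from the group means and shuffled the deviations of the 12 libraries from their group means among them, 99 times per contrast. It takes libraries as independent, so it ignores any pairing by replicate number, and an error shared by a whole group was not tested.

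In the emerging organs 3088 genes differed. Of 100 splits, 7 gave as many genes, the real one included, and the 6 others kept the libraries of an organ or of its root segments together. The shuffles gave at most 2 genes, so the real count was the 1 of 100 as high, which argues against chance differences between replicates. Inoculation and organ differ together here. Plant age may differ too, since nodule plants were timed from inoculation and lateral root plants from germination. Which of these matters was not tested.

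In the later organs 14851 genes differed, and 2 of 100 splits gave as many. The shuffles gave at most 1634 genes, so the real count was the 1 of 100 as high. Between nodule stages 11162 genes differed, and 2 of 100 splits gave as many. The shuffles gave at most 8 genes, and the real count was again the 1 of 100 as high. Both argue against chance differences between replicates. In the later organs inoculation, plant age and organ differ together, and between nodule stages stage and plant age do. Which of them matters was not tested.

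Between lateral root stages 888 genes differed, and 12 of 100 splits gave as many, the real one included. Of the 11 others, 10 kept the libraries of an organ or of its root segments together. The remaining 1 mixed both and gave 2327 genes. With the real count, 2 of 100 shuffles were as high, which argues against chance differences between replicates. The other gave 2364 genes, so this count is the least firm of the 4. Without YLR replicate 2 it was 3362.

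Single genes with differing effects were Glyma07g18957 (contrast 4.0) and Glyma13g12029 (-4.42) in the emerging organs, Glyma08g14023 (9.20) and Glyma02g09201 (-7.53) in the later organs, Glyma08g27620 (7.18) and Glyma02g09201 (-8.57) between nodule stages, and Glyma13g13880 (4.19) and Glyma08g13510 (-3.0) between lateral root stages. Glyma13g12029 lies in the stretch of chromosome 13 whose share varied between replicates, from 18.9% to 53.4% of the FPKM total in ABEN. Its contrast rests on ABEN, where the 3 replicates held 6776, 1406 and 1142 FPKM. No biological explanation was tested for these genes.

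For the 4 organ contrasts, the real split was the 1 split of 10 with as many genes in EN (15288), MN (22592), ELR (20630) and YLR (19916). With 3 libraries against 3 the share of splits can never be under 0.1, so the rank of the real split decides nothing. Each of the other 9 splits gave 0 or 1 genes in EN, 0 in MN and ELR, and at most 34 in YLR. These splits mix organ and root segment libraries, which adds the tissue difference to the residual, so their low counts decide nothing either. In EN and YLR, where libraries with the same number correlated, 4 splits part all pairs, and 1 of the 4, the real one, gave as many.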

How the results depend on the processing

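Of 332 counts under alternatives, 278 stayed within 1.5 times the count as reported and 54 did not. Of 587 values of named genes under alternatives, 586 kept their direction and stayed under 0.05. The exception was Glyma13g12076 in EN, with an adjusted p of 0.0549 by limma with only the groups compared. Its adjusted p ranged from 3.25e-05 to 0.0549 over its alternatives. Of 80 correlations across genes open to change by the alternative, 8 moved by more than their spread between replicates, none in sign.

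With an absolute log2 fold change of at least 1, the counts were 4340 (EN), 10721 (MN), 7959 (ELR), 8171 (YLR), 1410 (emerging organs), 8113 (later organs), 6472 (nodule stages) and 399 (lateral root stages). Higher in all 4 organs were then 557 genes, lower in all 4 613, and higher in nodules only 583. With an adjusted p under 0.01 they were 1149 (emerging organs), 6812 (nodule stages), 111 (lateral root stages) and 1518 (lower in all 4). Both are stricter by construction. The alternatives in the next sentences, and upper-quartile and median-of-ratios scaling below, were chosen after seeing the data. With a mean above 10 FPKM, which left 14040 genes, they were 6432 (EN), 9422 (MN), 9070 (ELR), 8600 (YLR), 1493 (emerging organs), 6407 (later organs), 4842 (nodule stages), 287 (lateral root stages), 2371 (higher in all 4), 1516 (lower in all 4), 354 (nodules only) and 535 (lateral roots only). Transcripts in place of gene sums gave 1471 (emerging organs) and 223 (lateral root stages). Equal FPKM totals gave 158 (lateral root stages), 2641 (higher in all 4), 450 (lower in all 4), 1973 (nodules only) and 410 (lateral roots only).

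The count between lateral root stages (888) moved most often. It was 2268 with pseudocount 10, 1410 with no filter, 485 after quantile normalization, 439 after upper-quartile scaling, 508 after median-of-ratios scaling and 227 with only the groups compared. Leaving out 1 library gave from 407 to 3362 genes over 12 models, the highest without YLR replicate 2. For the emerging organs pseudocount 10 gave 5097 genes, and leaving out 1 library gave from 1890 (without ABELR replicate 2) to 3441. Without ABELR replicate 1 it was 1903 and without ELR replicate 1 it was 1976. Fewer libraries lower the power of a model, and beyond that the cause was not tested.

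Equal FPKM totals shifted the median log2 fold change over all genes in EN from 0.05 to 0.40, in MN from 0.02 to -0.09, in ELR from 0.02 to -0.09, and in the contrasts of emerging organs from 0.00 to 0.48, later organs from -0.08 to -0.22, nodule stages from -0.15 to -0.62 and lateral root stages from -0.11 to 0.05. Quantile normalization shifted that of nodule stages to -0.04. Scaling to equal totals divides by sums to which chromosome 13 genes add up to 53.4%. With equal totals the higher shares became 94.8% (EN), 41.5% (MN), 47.1% (ELR), 93.3% (emerging organs), 38.4% (later organs), 13.4% (nodule stages) and 89.9% (lateral root stages).

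With the replicate block the counts were 16724 (EN), 23425 (MN), 22027 (ELR), 20884 (YLR), 3317, 16071, 12466 and 1025 (interaction contrasts in the order above). It changed no call of a named gene and no count by over 1.5 times. In the emerging organs it gave 1801 genes with a larger nodule value and 1516 with a smaller one, where the model without it gave 1412 and 1676, and 2542 of the 3088 genes were called in both. Of the 15288 EN calls, 14706 were also called with the block, and of the 19916 YLR calls, 19387. In MN the deviations of libraries with the same number correlated with 0.231, 0.063 and 0.143. MN replicate 2 correlated slightly more with ABMN replicate 3 (0.088), so pairing in MN stays open. In ELR the values were -0.371, 0.193 and -0.481, so the numbers did not pair the ELR libraries.

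Alternatives planned for counts were not run because the values are FPKM: DESeq2 size factors, library totals alone, upper-quartile factors, the DESeq2 Wald test, the filter on counts per group and a mean of at least 10 counts. Depth limits low genes most in ABEN replicate 1, with 0.751 of the fragments per FPKM of YLR replicate 1.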

Other observations

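All tests in this part, with their gene sets and limits, were chosen after the patterns had been seen, so each explanation is a hypothesis.

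Some genes were at 0 in all 3 libraries of a group and above 100 FPKM in every library of at least 4 other groups. There were 15 such genes, and all 15 lie on chromosome 13 between 14000000 and 16000000. ABEN held 14 of them at 0, ELR 11, EN 6, ABELR 6 and ABYLR 1. Of the 43 genes in the stretch that were so abundant, 3 loci held several genes with zeros. When one gene of a locus was at 0 in a group, the other abundant genes of that locus were at 0 there in 100% of 96 ordered pairs. For abundant genes at different loci of the stretch the share was 17.1% of 1500 pairs. With loci drawn at random among the 43 genes, 2 of 9991 draws gave a share as high. An estimate missing for a whole locus may underlie these zeros, though the test rests on 3 loci. At least 1 organ contrast called 14 of the 15 genes, with 8 in EN, 7 in MN, 5 in ELR and 2 in YLR. Calls in a contrast with the gene at 0 in 1 of its groups are candidate false calls that replicate agreement would not reveal. MN, ABMN and YLR held 0 of these genes at 0, and ABYLR held 1. The 7 MN calls therefore do not come from such zeros, and at most 1 of the 2 YLR calls can. No named gene was such a candidate false call.

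Another 34 genes were at 0 in one replicate and above 100 FPKM in another of the same group. Of these, 94.1% were at loci under 200 bp, against 0.46% of the other tested genes, and 32 were loci without a gene identifier. Short loci are a possible explanation, since 1 fragment weighs more there. One locus of 28 bp on chromosome 7 (15202930 to 15202958) was listed at 65407 FPKM in ELR replicate 1 and at 0 in the 3 MN libraries. At least 1 organ contrast called 19 of the 34.

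Genes of mature nodules appeared at a low level in ABMN. For 39 genes above 300 FPKM in MN and at least 100 times their EN level, ABMN held a median of 0.244% of the MN level. The share in lateral root plants was 0.51% of that in ABMN at the median, and the median in ABEN was 0.0055% of the MN level, which argues against reads exchanged among all libraries. Nodule tissue left in the root segments would give every gene a similar share. The 90th percentile of the shares was 2.36 times the 10th, but with a bootstrap 95% interval from 1.67 to 907.2 it does not decide against a limit of 4. The interval is wide because 1 gene was at 0 in ABMN and 2 were above their MN level, all 3 in the stretch of chromosome 13 with missing values. The 36 other genes held between 0.142% and 0.786%. Carry-over of tissue and expression in the segments themselves cannot be told apart here. Fold changes of such genes over ABMN may be limited by either.

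Genes of emerging nodules stood at a higher share in ABEN. For 21 genes above 30 FPKM in EN and at least 100 times the lateral root plants, ABEN held a median of 5.85% of the EN level. By library the medians were 2.81%, 7.18% and 6.94%. The 90th percentile of the shares was 4.40 times the 10th (bootstrap 95% interval 2.05 to 5.77), on both sides of the limit of 4. Nodule tissue or small nodules in the segments and a response of the root itself cannot be told apart, because the interval spans the limit.

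MN replicate 1 stood apart from the other MN libraries. On a scale from the EN mean at 0 to the mean of the other two MN libraries at 1, it lay at 0.782, against 1.067 and 1.046 for replicates 2 and 3. Its 127 genes high in EN alone were raised over replicates 2 and 3 by a median of 0.89 on the log2 scale, where the same measure gave -0.24 and -0.46 for those replicates. Its 263 genes high in ABMN alone were raised by 0.08, within the -0.13 to 0.14 of the other replicates, which argues against root segment tissue as the source of that rise. It did lie nearer to ABMN, at 0.899 on the scale from ABMN to the other two MN libraries, against 1.035 and 0.986, and the source of that shift was not tested. Less advanced nodules in this replicate are consistent with these values, and the harvest window of 14 to 16 days leaves room for them. Glyma08g17270, named for EN, had 292.8 FPKM in MN replicate 1 and 22.4 and 7.46 in replicates 2 and 3.

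YLR replicate 2 lay between the lateral root stages, at 0.394 on a scale from the ELR mean at 0 to the mean of YLR replicates 1 and 3 at 1, where those replicates lay at 1.098 and 0.955. On the reverse scale the ELR libraries lay between 0.826 and 0.990 of the way to their own group, which argues against a label exchanged with an ELR library. Genes high in ELR alone (111) were raised in YLR replicate 2 by a median of 0.67 on the log2 scale, against 0.14 and -0.10 in the other replicates. These genes were over 4 times as high in ELR as in ABYLR and in the other YLR libraries. ABYLR itself was not limited relative to YLR, so root segment tissue is not excluded as a source of this rise. Genes high in ABYLR alone (411) were raised by 0.55, against -0.13 and -0.27, and root segment tissue may account for that part. ABYLR replicate 2 also lay toward ABELR, at 0.593 against 0.947 and 0.845. A younger harvest of both samples numbered 2 stays open and was not tested.

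The 6 EN and ABEN libraries had 34010 to 34962 genes above 1 FPKM, and the other 18 had 32478 to 33688. Depth is unlikely to be the source, since the median number of fragments per FPKM in the 6 was 0.837 times that in the 18. The labels give no library batch, so a batch that coincides with these plants was not tested, and neither was a biological explanation.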
